A study of Mus musculus with 40 samples. Its data were reported in "Maternal Nutrition Induces Pervasive Gene Expression Changes but No Detectable DNA Methylation Differences in the Liver of Adult Offspring" (2014).

How the data were processed

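Gonadal white adipose tissue of 40 male mice was measured with 1 bead array each, and the labels gave the maternal and the post-weaning diet, the breeding cage, body weights, body length and blood glucose of each animal. Per the study's methods, the pads were taken after a fast, and the submitters' processing notes name BeadStudio with no version. The deposited table holds intensity values on a linear scale that the authors had quantile-normalized across the 40 arrays, with no background subtraction. The values ran from 47.5 to 43659, and the sorted columns differed by at most 2.31%, so no further normalization was applied and log2 values were taken as they stood. Without background subtraction the folds of dim probes are understated. Quantile normalization gives every array the same distribution, so a transcript from another tissue that is bright on an array takes ranks from the others there.

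Probes were named from the platform annotation given for the table: 23978 probes had 1 gene symbol, 0 had several and 1719 were unnamed, and 23962 were matched by their gene identifier. A probe was kept when it was above background on at least 20 of the 40 arrays. Background was the 95th percentile of 1305 probes of olfactory and vomeronasal receptor genes on that array, between 78.06 and 94.28 units, and 48 of these probes (3.68%) passed themselves. This kept 14248 probes and left out 11449. For gene lists each gene was represented by its probe with the highest mean. The mean correlation of each array with the others had a median of 0.951, and arrays lower by more than 3 scaled median absolute deviations (limit 0.926) were called low-correlation arrays, 5 in all. No 2 arrays of the 780 pairs held identical values (0 pairs, highest correlation 0.993).

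Each pairwise comparison was fitted on its own 20 arrays with limma 3.58.1 (lmFit and eBayes with an intensity trend, two-sided, in R 4.3.3), and the interaction, (HH minus HL) minus (LH minus LL), on all 40. Probes with a Benjamini-Hochberg adjusted p under 0.05 were called. The study's methods describe a Bayesian framework whose variance depends on the expression level, and its prior is not given in the sources used here. Littermates of 1 breeding cage are not independent, each cage held offspring of 1 maternal diet, and the p-values of the maternal comparisons are too small to the extent that cages differ. Cages 1, 6, 8, 9, 12, 14 and 21 also held 1 post-weaning diet only, and the post-weaning comparisons ignored cages too. Their p-values may therefore be too small as well where cages differ.

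Fixed lists of genes, 37 in number, were tested with camera of limma at a preset correlation of 0.01, adjusted over 185 results. They covered lipid and energy metabolism, fat pad expansion, adipocyte and immune cell types, signalling themes and the markers of neighbouring or other tissues. Camera with an estimated correlation and fry were run beside it. Members were counted as past the test over all probes and adjusted over the list alone. Body measures were compared by permutation tests (100000 resamples, or exact with fewer than 10 values in a group, two-sided), adjusted over 13 comparisons, and again over cage means with exact tests. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for these and for plots.

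The genes named were set by rule: in each pairwise comparison the 8 highest and 8 lowest log2 differences among called probes with 1 gene, up to 4 members of each called list by smallest p, and, whatever their result, Lep, Mest, Sfrp5, Npr3, Adipoq, Scd1, Ccl2, Adgre1, Ucp1, Nr1d1 and Igf2. The groups, tests, lists, rule and most alternatives were set before the data were examined. The lists of acute phase genes and of RXR partner nuclear receptors repeat themes the study had named from tissues that included these samples. The cholesterol synthesis list repeats a theme it had named from the liver of the same animals.

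The procedure was tested on simulated data built from these arrays, with 100 probes changed at each fold. At 1.5-fold it recovered 59% (maternal diet in LF fed offspring), 87% (maternal diet in HF fed offspring), 73% (post-weaning diet, LF fed dams), 66% (post-weaning diet, HF fed dams) and 62% (interaction), and at 2-fold 86%, 98%, 90%, 88% and 85% in the same order. With the changed probes in place it also called 9, 4, 11, 13 and 8 unchanged probes. With no probe changed it made 0 calls in each, while the variance from the intensity trend alone made 1150, 876, 1080, 1102 and 1012. The simulated values were drawn independently for each probe and animal, with no cages, so these rates need not hold for the arrays themselves.

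Alternatives covered all arrays in 1 model, cages as a random or fixed block, cage means, cages left out in turn, median centring, an offset of 50, other filters on dim probes, other variance models, array weights, removal of low-correlation arrays, 1 probe per gene, a minimum of 1.2-fold and body weight as a covariate. The epididymis list as a covariate, removal of low-correlation arrays together with a cage block, their removal from list and agreement results, and exact permutation of body measures within the cages that held both post-weaning diets were added after the data had been seen. A list of 30 small intestine markers was also added then.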

Results

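White adipose tissue of the gonadal pad was profiled in 40 male C57BL/6J mice, an inbred laboratory strain, with 1 bead array per animal. The mice were born from dams fed a low fat (LF) or a high fat (HF) diet and were themselves fed LF or HF after weaning. This gave 4 groups of 10 animals, written here with the maternal diet first: LL, LH, HL and HH. The labels placed the animals in 12 breeding cages, 6 for each maternal diet, so that every cage belonged to 1 maternal diet. On the array, 14248 probes of 9797 genes passed the filter on dim probes and 11449 probes did not, and 10740 probes were above background on all 40 arrays. The median intensity of an array lay between 98.7 and 99.1 units, and the number of arrays in a group limits the precision. The transcripts of the Y-linked genes Kdm5d, Eif2s3y and Uty were above background on all 40 arrays.

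Genes of organs that lie beside the gonadal pad were bright on some arrays. The testis list, which holds genes of sperm cells such as the protamine Prm1, had its highest mean in LL animal 4, and Prm1 read 37044 units there. Epididymal genes were bright in LL animal 1 (the lipocalin Lcn8, 43659 units), HL animal 6 (the glutathione peroxidase Gpx5, 37044 units) and HL animal 2 (the lipocalin Lcn12, 13012 units). The list means given here rest on the members that passed the filter on dim probes, 5 for epididymis and seminal vesicle. LL animal 4 also had a geometric mean of 3068 units for that list, above HL animal 2 (2770), and the testis list stood at 5913 units in HL animal 6 and 4589 in HL animal 8. With all list members on the array included, the order turned, at 1118 units in LL animal 4 and 1831 in HL animal 2. The testis list then stood at 904 units in HL animal 6 and 694 in HL animal 8. In HL animal 8 transcripts of the intestine were bright too, among them the sucrase-isomaltase gene Sis (11937 units). LL animals 1 and 4 and HL animals 2, 6 and 8 gave the 5 arrays whose mean correlation with the other arrays lay below the limit of 0.926, with values of 0.827 (LL animal 4), 0.854 (HL animal 8), 0.861 (HL animal 6), 0.890 (LL animal 1) and 0.891 (HL animal 2). All 5 came from animals fed LF, 2 in LL and 3 in HL, so they entered every comparison except maternal diet in HF fed offspring. Arrays of HF fed animals carried such transcripts too, with Spint4 at 35947 units in HH animal 10, the seminal vesicle gene Svs4 at 11801 in HH animal 1, a geometric mean of 1751 units for the epididymis and seminal vesicle list in HH animal 8 and of 2411 units for the testis list in LH animal 5, so that HH against LH was not free of them. With all list members included, those means were 545 units in HH animal 8 and 422 in LH animal 5. The mean log2 intensity of the epididymis and seminal vesicle list was 7.67 ± 2.07 (SD) in LL, 7.04 ± 0.66 in LH, 8.07 ± 1.91 in HL and 7.59 ± 1.39 in HH (n = 10 each). For the testis list the means were 8.17 ± 2.27, 8.13 ± 1.70, 8.88 ± 2.27 and 7.67 ± 1.39 in the same order.

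**Figure D1:**
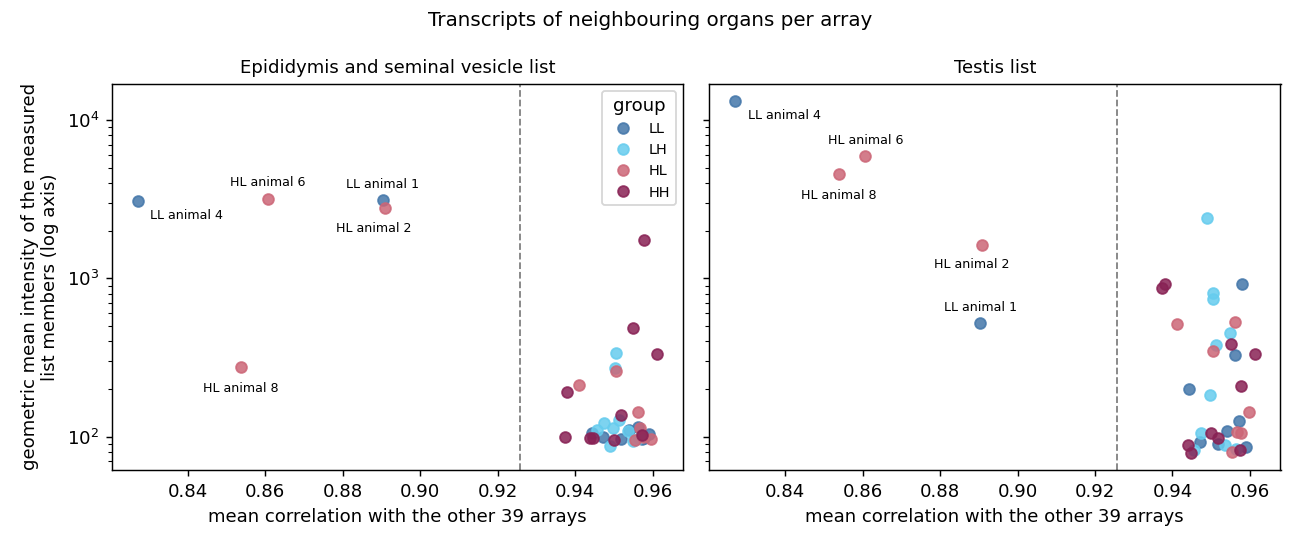
Geometric mean intensity of the measured members of the epididymis and seminal vesicle list and of the testis list (log axis, array units) against the mean correlation of each array with the other arrays, 1 point per animal, coloured by group, with a dashed line at the limit of 0.926. The 5 named arrays lie left of the line, LL animal 4 at a correlation of 0.827 with the highest testis value.

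Maternal diet was compared with body weight at 3 weeks, and both diets with a second body weight, body length and blood glucose, as the labels give them per animal. Offspring born from HF fed dams weighed 11.3 ± 1.09 g at 3 weeks (SD, n = 20) and those born from LF fed dams 9.38 ± 0.96 g (n = 20), which put the former 20.2% higher, with 19 of 20 above the median of the latter (permutation test, two-sided, adjusted p = 0.000173). At the second weighing LH animals weighed 30.3 ± 1.86 g against 24.7 ± 1.15 g in LL, and HH animals 30.5 ± 1.68 g against 23.7 ± 1.81 g in HL (permutation tests, adjusted p = 0.00013 in both, from the smallest p that the resamples can give, n = 10 each, 10 of 10 above the other group's median). The label of this measure names weaning, but its lowest value, 20.4 g, lay above the highest at 3 weeks, 13.4 g, so it was not the weight at 3 weeks. The study's methods describe a further weighing of these animals when they were killed. Maternal diet did not separate the second weights (HL minus LL -0.95 g, adjusted p = 0.296; HH minus LH 0.20 g, adjusted p = 0.804; permutation tests). Body length was 102.3 ± 2.11 mm in LH against 99.7 ± 1.34 mm in LL (permutation test, adjusted p = 0.0151) and 102.6 ± 1.06 mm in HH (n = 8) against 98.0 ± 2.05 mm in HL (exact permutation test, adjusted p = 0.000297). Glucose was 206.1 ± 34.6 mg/dl in LL, 221.8 ± 29.3 in LH, 194.0 ± 24.0 in HL and 188.5 ± 42.8 in HH, and none of its 4 comparisons passed (smallest adjusted p = 0.111, HH against LH, permutation test, n = 10 each). With cage means in place of animals none of the 13 comparisons passed, and the lowest adjusted p was 0.0689 (exact permutation tests, 6 against 6 cages for weight at 3 weeks). The smallest p these tests allow is 0.0286 with 4 against 4 cages and 0.0159 with 4 against 5, and the post-weaning differences in second weight, and in length of offspring of HF fed dams, were at it. These tests take the diets of a shared cage as separate units. Inside the cages that held both post-weaning diets, HF fed animals were heavier in 2 of 2 cages of LF fed dams (mean difference 6.84 g) and 3 of 3 of HF fed dams (5.46 g) and longer in the same cages (4.33 and 3.22 mm), and with animals exchanged only within cages these 4 differences passed (adjusted p = 0.02, 0.02, 0.02 and 0.0312, exact permutation tests), while glucose did not (0.79 in both).

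**Figure D2:**
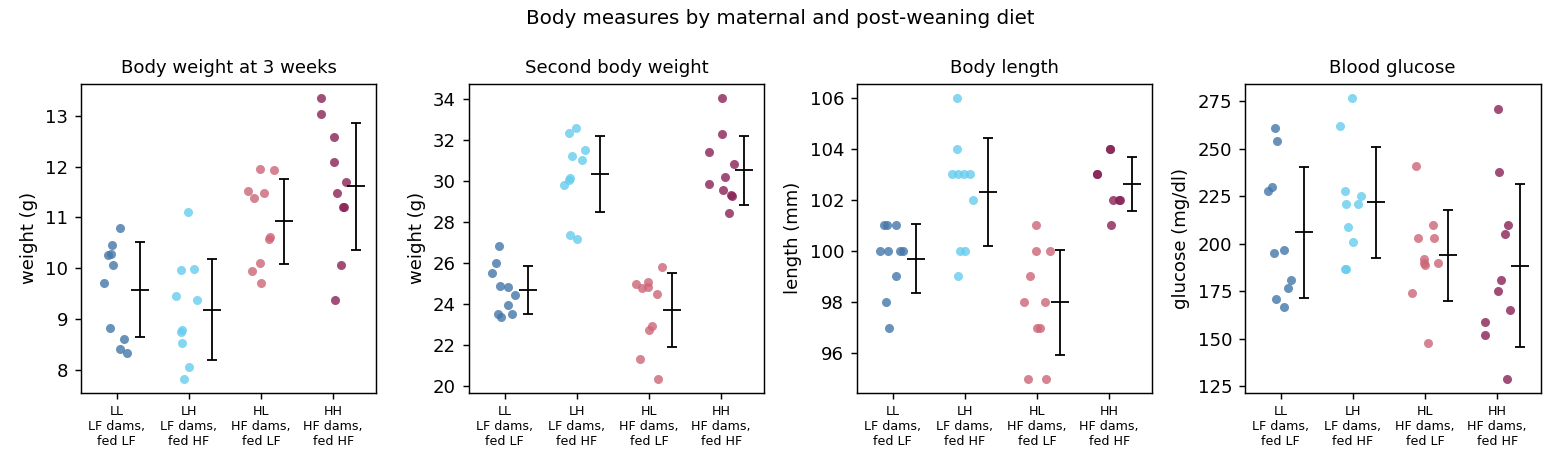
Body weight at 3 weeks (g), second body weight (g), body length (mm) and blood glucose (mg/dl) of each animal by group, with the mean and SD beside the points. The second weights of LH and HH animals, with means of 30.3 and 30.5 g, lie above those of LL and HL animals, with means of 24.7 and 23.7 g.

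The response of adipose tissue to the HF post-weaning diet was read in offspring born from LF fed dams (LH against LL, 10 animals each). The complement component gene C6 rose 2.27-fold (log2 difference 1.18 ± 0.19, SE, adjusted p = 0.0102), Pdk4, whose kinase inactivates pyruvate dehydrogenase, 2.03-fold (1.02 ± 0.21, 0.0481) and the small GTPase gene Rab9b 1.95-fold (0.96 ± 0.12, 0.00101; above background on 9 of 10 LL arrays). The clock-linked repressor gene Bhlhe40 fell 1.84-fold (-0.88 ± 0.14, 0.00517) and Mapk8ip1, which encodes a scaffold of the JNK pathway, 1.41-fold (-0.49 ± 0.10, 0.0484). Each of these changes had the same direction in 10 of 10 LH animals against the LL median. Further rises were 2.20-fold for the membrane receptor gene Paqr9, 2.06-fold for the noncoding RNA Snhg11, 1.90-fold for Wfdc12, 1.80-fold for Lhfpl2 and 1.76-fold for Mlkl, the effector gene of necroptosis. In all, limma called 31 probes of 28 genes, 29 higher and 2 lower, of 14248 tested.

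Genes of fatty acid oxidation and PPAR targets were higher in LH as a list (mean log2 difference 0.28, camera adjusted p = 1.4e-05, 19 of 22 measured members higher), with Pdk4 past the test over all probes and 11 members adjusted over the list alone, among them Acadm at 0.46 ± 0.13 (adjusted p = 0.149 over all probes). With an estimated correlation its adjusted p = 0.845. In the cholesterol synthesis list (mean 0.29, camera adjusted p = 0.00128, 14 of 17 higher) Hmgcs1, the gene of an early enzyme of the pathway, rose 1.72-fold (0.78 ± 0.13, 0.0142), while Lss stood at 0.81 ± 0.23 (0.16), and 2 members rose adjusted over the list alone. This call gave adjusted p = 0.845 with an estimated correlation, and its theme came from the study's liver data of the same animals. Of the 12 measured LXR targets (mean 0.22, camera adjusted p = 0.00302) the phospholipid remodelling gene Lpcat3 rose 1.75-fold (0.81 ± 0.12, 0.00459) and the phospholipid transfer protein gene Pltp 1.42-fold (0.50 ± 0.10, 0.0481), with 3 adjusted over the list alone and Apoe at 0.52 ± 0.11 (0.0687). The LXR list gave adjusted p = 0.536 with an estimated correlation and 0.0444 with fry. Adiposity-linked expansion genes, known to follow the growth of fat pads, had a mean of 0.42 (camera adjusted p = 0.0157), with the imprinted gene Peg3 1.54-fold higher (0.62 ± 0.12, 0.0375; above background on 7 of 10 LL and 9 of 10 LH arrays), Trp53inp2 at 1.00 ± 0.23 (0.0799) and 2 of 9 adjusted over the list alone. Endothelial markers (mean 0.29, camera adjusted p = 0.00324, 1 adjusted over the list alone, with Pecam1 at 0.64 ± 0.17, 0.148), genes of lipolysis and the lipid droplet (mean 0.31, 0.00755, with Plin4 at 0.49 ± 0.19, 0.297) and T and B lymphocyte markers (mean 0.17, 0.0391, with Cd2 at 0.34 ± 0.13, 0.273) were also called higher, and no member of these 3 lists passed over all probes. For these 4 lists the adjusted p = 0.827 to 0.845 with an estimated correlation.

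Beside these groups, the epididymis and seminal vesicle list stood at -0.63 in LH minus LL (camera adjusted p = 0.203), with 2 of the 5 low-correlation arrays in LL. Without those 2 arrays (LL n = 8), 60 probes were called, 41 higher and 19 lower, and 25 of them were shared with the 31. Peg3 (0.57 on the log2 scale, adjusted p = 0.0583) and Pltp (0.44, 0.0645) then missed the threshold, endothelium, lipolysis and adiposity-linked genes lost their calls, the lists that kept theirs had means of 0.11 (fatty acid oxidation), 0.13 (LXR targets), 0.31 (cholesterol synthesis) and 0.16 (T and B lymphocytes), and the circadian clock list was lower (mean -0.26, camera adjusted p = 0.00103, 0.144 with an estimated correlation). With cage means 0 probes were called by limma and 1000 had an unadjusted p under 0.05, and leaving out 1 cage at a time gave 5 calls (cage 4), 127 (cage 6), 6 (cage 8), 14 (cage 9), 2 (cage 11) and 9 (cage 14).

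In offspring born from HF fed dams the same diet contrast (HH against HL, 10 animals each) called more probes, a difference between dams that is tested further on as an interaction. Mest, an imprinted gene whose transcript rises as fat pads expand, rose 3.78-fold (log2 difference 1.92 ± 0.34, adjusted p = 0.0125), the choline transporter gene Slc5a7 3.36-fold (1.75 ± 0.17, 1.34e-05) and Sfrp5, which encodes a secreted Wnt inhibitor, 2.84-fold (1.51 ± 0.24, 0.00402). Elovl6, which elongates palmitate, fell 4.86-fold (-2.28 ± 0.36, 0.00402), Hsd11b1, which regenerates active glucocorticoid, 2.08-fold (-1.06 ± 0.23, 0.0399), the mitochondrial glycerol phosphate shuttle gene Gpd2 2.03-fold (-1.02 ± 0.15, 0.00325) and the transketolase gene Tkt of the pentose phosphate pathway 1.90-fold (-0.92 ± 0.19, 0.0266). All 10 HH animals lay on the called side of the HL median for each of these genes. Slc5a7 was above background on 10 of 10 HH but only 2 of 10 HL arrays, so its fold is set mostly against background. Other rises were 2.85-fold for Pcolce2, an enhancer of procollagen processing, 2.50-fold for the autophagy gene Trp53inp2, 2.33-fold for the keratin gene Krt79 (above background on 9 of 10 HL arrays), 2.21-fold for C6 and 2.20-fold for the tubulin gene Tuba1a, and other falls 2.15-fold for the clock-controlled protease gene Usp2, 1.92-fold for the proprotein convertase gene Pcsk4, 1.91-fold for Tmem79 and 1.77-fold for Oscp1. In all, limma called 73 probes of 55 genes, 39 higher and 34 lower.

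**Figure D3:**
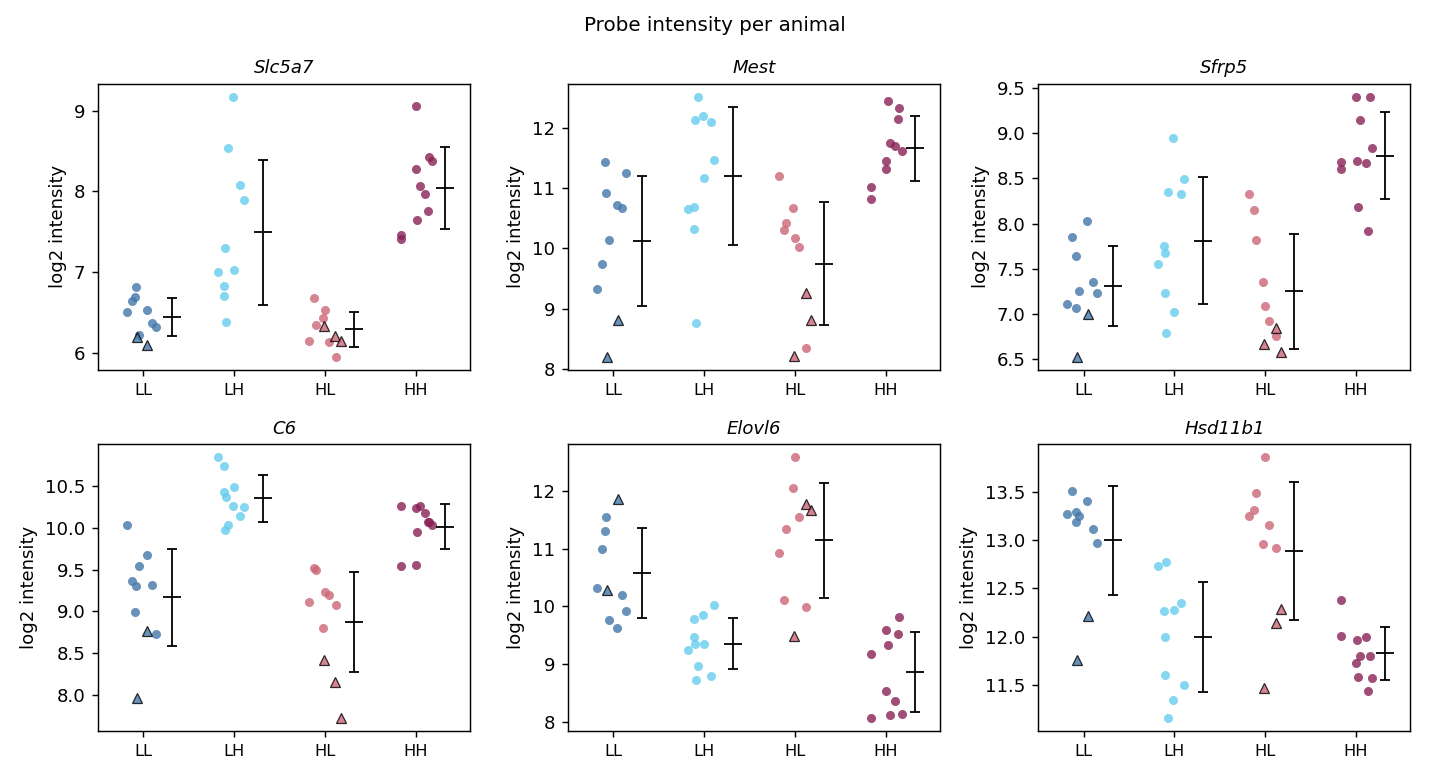
Log2 probe intensity of Slc5a7, Mest, Sfrp5, C6, Elovl6 and Hsd11b1 in each animal by group, with the mean and SD beside the points and triangles for the 5 low-correlation arrays. The HH values of Slc5a7, from 7.41 to 9.06, lie above all HL values, which end at 6.69, while LH values run from 6.39 to 9.17.

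All 9 adiposity-linked expansion genes were higher in HH than in HL (mean 1.03, camera adjusted p = 6.22e-08), 4 of them past the test (Mest, Sfrp5, Trp53inp2 and Peg3, the last 1.90-fold, 0.93 ± 0.19, 0.0266, above background on 9 of 10 HH but 4 of 10 HL arrays) and 7 adjusted over the list alone, with the leptin gene Lep at 0.96 ± 0.31 (0.163). This list gave adjusted p = 0.499 with an estimated correlation and 0.0114 with fry. Fibroblast and extracellular matrix genes (mean 0.49, camera adjusted p = 2.96e-07, 19 of 20 higher, 12 adjusted over the list alone) and endothelial markers (mean 0.49, 4.94e-05, 12 of 12 higher, 6 adjusted over the list alone) had no member past the test over all probes, as shown by the collagen cross-linking enzyme gene Loxl1 (0.78 ± 0.21, 0.106) and Pecam1 (0.91 ± 0.26, 0.118). These lists gave adjusted p = 0.72 and 0.845 with an estimated correlation. All 15 macrophage markers were higher (mean 0.47, camera adjusted p = 0.000611), none past the test (Adgre1 0.66 ± 0.25, 0.23), and the mast cell list moved the same way (mean 0.30, 0.0347, 7 of 7 higher, 1 adjusted over the list alone, with Tpsb2 at 0.47 ± 0.15, 0.168). Both gave adjusted p = 0.845 with an estimated correlation. LXR targets (mean 0.28, camera adjusted p = 0.00523, 5 adjusted over the list alone) held Pltp, which rose 2.09-fold (1.06 ± 0.22, 0.0335), and Apoe at 0.81 ± 0.19 (0.0584). The list gave adjusted p = 0.67 with an estimated correlation.

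Genes of lipolysis and the lipid droplet (mean 0.43, camera adjusted p = 0.00523, with Cd36 at 1.09 ± 0.42, 0.235), adipocyte identity (mean 0.43, 0.02, with Rbp4 at 1.06 ± 0.42, 0.241), fatty acid oxidation and PPAR targets (mean 0.24, 0.0205, with Pdk4 at 1.28 ± 0.34, 0.0942; 2 adjusted over the list alone) and branched-chain amino acid breakdown (mean 0.27, 0.0335, with Oxct1 at 0.38 ± 0.14, 0.215) were called higher as lists with no member past the test. With an estimated correlation these gave adjusted p = 0.845 to 0.856. The de novo lipogenesis list was lower (mean -0.30, median -0.067, camera adjusted p = 0.0303), with Elovl6 and Tkt past the test, 4 of 19 lower adjusted over the list alone, and the carbohydrate response factor gene Mlxipl at -0.65 ± 0.15 (0.0535). Its adjusted p = 0.87 with an estimated correlation. Imprinted genes (mean 0.30, camera adjusted p = 0.0323) owed their 2 calls to Mest and Peg3, which are also in the adiposity-linked list, and adjusted over the list alone 2 rose and 1 fell (Rasgrf1 -1.12 ± 0.32, 0.122). Its adjusted p = 0.845 with an estimated correlation.

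Transcripts of other tissues moved with this contrast. The testis list was lower in HH (mean -1.21, camera adjusted p = 0.0323, with Odf1 at -1.58 ± 0.77, 0.301) and skeletal muscle markers were higher (mean 1.05, 0.0335, with Pvalb at 1.90 ± 0.88, 0.284), with adjusted p = 0.845 and 0.856 with an estimated correlation and no member past the test. Pvalb was above background on 8 of 10 HH but only 3 of 10 HL arrays, and Odf1 on 6 of 10 HH and 9 of 10 HL arrays. Without the 3 low-correlation arrays of HL (n = 7) limma called 194 probes, 40 higher and 154 lower, 59 of them shared with the 73. Lipogenesis genes then stood at a mean of -0.68 (camera adjusted p = 8.25e-16, 0.144 with an estimated correlation) and 8 of 19 fell, among them Tkt 2.36-fold (-1.24 ± 0.11, 7.74e-06), Mlxipl 1.88-fold (-0.91 ± 0.10, 3.12e-05) and the acetyl-CoA carboxylase gene Acaca 2.26-fold (-1.18 ± 0.16, 0.000454). Means without these arrays were 0.66 for adiposity-linked genes, 0.26 for fibroblast and extracellular matrix, 0.18 for macrophage and 0.14 for endothelium, and the lists of lipolysis, adipocyte identity, fatty acid oxidation, branched-chain amino acids, LXR targets, imprinted genes, mast cells and testis were no longer called. Among the latter the mean changed sign for lipolysis (-0.026), adipocyte identity (-0.074), fatty acid oxidation (-0.0029), branched-chain amino acids (-0.020) and testis (0.040). Krt79 (0.80 on the log2 scale, adjusted p = 0.0662), Tuba1a (0.90, 0.0569) and Peg3 (0.83, 0.0597) missed the threshold without them, while Slc5a7 kept its call in all 21 alternatives that tested it. Cage means left 2 calls and ended that of the lipogenesis list (mean -0.10, camera adjusted p = 0.425). The HL mean of cage 20 rests on 1 animal, HL animal 8. Its low-correlation array had the lowest lipogenesis mean in HL (10.06 on the log2 scale), and cage means raise its weight. The lost call therefore does not separate the cage from that array. Leaving out 1 cage at a time gave 37 (cage 1), 21 (cage 10), 134 (cage 12), 21 (cage 21), 3 (cage 23) and values closer to 73 for the others.

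**Figure D4:**
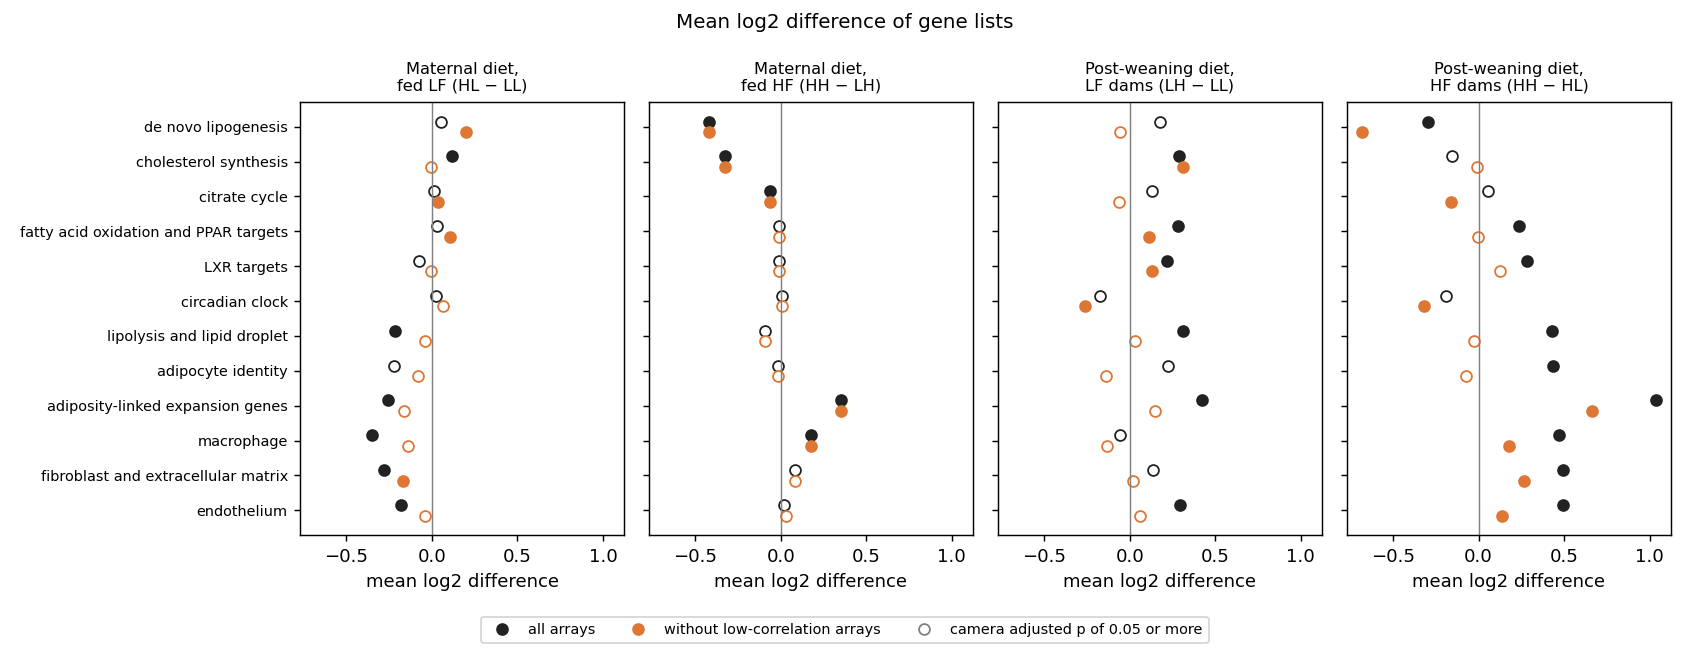
Mean log2 difference of 12 gene lists in the 4 pairwise comparisons, on all arrays (black) and without the low-correlation arrays (orange), with filled points for lists below a camera adjusted p of 0.05. The lipogenesis list in offspring of HF fed dams moves from -0.30 to -0.68 without these arrays, and the adiposity-linked list from 1.03 to 0.66.

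Both post-weaning comparisons were set side by side. C6 (1.18 and 1.14 on the log2 scale), Rab9b (0.96 and 0.91), Gnb4 (0.81 and 0.65), Peg3 (0.62 and 0.93), Alg14 (0.76 and 0.50) and Pltp (0.50 and 1.06) were called higher in offspring of LF and of HF fed dams, 6 genes by 7 probes. Gnb4 and Alg14 lie outside the rule for named genes and were named after their values were seen. Across all probes tested the log2 differences correlated at r = 0.529 (Spearman rho 0.466, covariance 0.0327), with 66.5% of signs shared, a description across genes, which are not independent replicates. Over cages left out in turn its jackknife SE was 0.277, and without the 5 low-correlation arrays r was -0.032, so the agreement of the whole profile rested on those arrays. Over the 97 probes called in either comparison, 96 had the same sign.

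The effect of maternal diet in LF fed offspring was read from HL against LL (10 animals each). No single gene passed. The collagen gene Col5a2 stood at -0.22 ± 0.10 on the log2 scale, Sparc, a matrix-binding protein gene, at -0.37 ± 0.22, the macrophage adaptor gene Tyrobp at -0.53 ± 0.25 and the macrophage receptor gene Trem2 at -0.52 ± 0.25, with adjusted p = 1 for each. Col5a2 was above background on only 4 of 10 HL and 9 of 10 LL arrays. As lists, fibroblast and extracellular matrix genes were lower in HL (mean -0.28, camera adjusted p = 5.89e-08, 19 of 20 lower), as were macrophage markers (mean -0.35, 1.81e-06, 15 of 15 lower). With an estimated correlation both gave adjusted p = 0.608. Chemokines and cytokines (mean -0.19, camera adjusted p = 0.0109, with Cxcl16 at -0.28 ± 0.13), antigen presentation (mean -0.16, 0.02, with H2-DMb1 at -0.22 ± 0.13), endothelium (mean -0.18, 0.0323, with Emcn at -0.20 ± 0.17), lipolysis and lipid droplet (mean -0.21, 0.0398, with Lpl at -0.25 ± 0.16) and adiposity-linked genes (mean -0.26, 0.0323, with Trp53inp2 at -0.40 ± 0.26) were lower too. These 5 lists gave adjusted p = 0.845 to 0.87 with an estimated correlation. Acute phase genes were lower (mean -0.22, camera adjusted p = 0.00592, 0.845 with an estimated correlation, with C4b at -0.51 ± 0.26), a theme the study had named from tissues that included these samples, so its direction is not independent evidence. Brown or beige adipocyte markers (mean 0.26, camera adjusted p = 0.0126, with Cox7a1 at 0.50 ± 0.27) and cholesterol synthesis (mean 0.12, 0.02, with Msmo1 at 0.42 ± 0.31) were higher, with adjusted p = 0.536 and 0.845 with an estimated correlation. No member of these 10 lists passed, and 0 did adjusted over the list alone.

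Testis genes stood at 0.71 in the same contrast (camera adjusted p = 0.0619, 6 of 6 higher), and the 5 low-correlation arrays all lay in these groups. limma called 0 of 14248 probes (154 at an unadjusted p under 0.05 against 712.4 by chance), also with cage means, with cage as a random block and without those arrays, against 523 with the variance from the intensity trend alone. Without the 5 arrays (LL n = 8, HL n = 7) only the extracellular matrix (mean -0.16) and brown or beige lists (mean 0.40) of the 10 kept their call, and macrophage, endothelium, chemokine, antigen presentation, acute phase, lipolysis, adiposity-linked and cholesterol synthesis lists lost theirs. The mean of cholesterol synthesis also changed sign, to -0.0036. Lipogenesis (mean 0.20, camera adjusted p = 0.000885), fatty acid oxidation (mean 0.11, 0.00488), citrate cycle (mean 0.036, 0.0374) and oxidative phosphorylation (called higher at a mean of -0.0082, 0.0218) were called then, with adjusted p = 0.709 to 0.821 with an estimated correlation.

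In HF fed offspring (HH against LH, 10 animals each) maternal HF diet went with lower values of lipid synthesis genes. The phosphatidic acid synthesis gene Agpat2 stood at -0.74 ± 0.16 on the log2 scale (adjusted p = 0.0895), Srebf1, the master regulator gene of lipogenesis, at -0.55 ± 0.12 (0.0907) and the citrate carrier gene Slc25a1 at -0.46 ± 0.10 (0.0907), each lower in 9 or 10 of 10 HH animals than the LH median, and none passed. As a list, de novo lipogenesis was lower (mean -0.42, camera adjusted p = 2.54e-09, 17 of 19 lower, 11 lower adjusted over the list alone), as was cholesterol synthesis (mean -0.33, 3.21e-06, 15 of 17 lower, 11 adjusted over the list alone), with Cyp51 at -0.61 ± 0.15 (0.121) and the lanosterol synthase gene Lss at -0.83 ± 0.22 (0.133). With an estimated correlation they gave adjusted p = 0.433 and 0.664, and with fry 0.0114 and 0.124. The study named cholesterol synthesis from this contrast in the liver of the same animals, so its direction here is not independent evidence. Citrate cycle genes (mean -0.063, camera adjusted p = 0.0187, 4 of 18 lower adjusted over the list alone, with Pcx at -0.49 ± 0.10, 0.0854), T and B lymphocyte markers (mean -0.16, 0.00598, 3 of 9 adjusted over the list alone, with Cd3e at -0.20 ± 0.07, 0.235) and oxidative phosphorylation (mean -0.0068, median -0.094, 0.02, 1 adjusted over the list alone, with Ndufb3 at -0.23 ± 0.06, 0.142) were also lower. These gave adjusted p = 0.845, 0.536 and 0.845 with an estimated correlation, and the lymphocyte list 0.0444 with fry. With cage means the citrate cycle and oxidative phosphorylation lists lost their calls. Cd3e was above background on 7 of 10 HH and 8 of 10 LH arrays.

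Immediate early genes, which respond within minutes to handling, were higher in HH (mean 0.23, camera adjusted p = 4.63e-07, 18 of 19 higher, 3 adjusted over the list alone, with Egr1 at 0.54 ± 0.14, 0.134), and so were adiposity-linked genes (mean 0.36, 0.00523, 2 adjusted over the list alone, with Sfrp5 at 0.94 ± 0.25, 0.139). With an estimated correlation these gave adjusted p = 0.433 and 0.827. Imprinted genes (mean 0.17, camera adjusted p = 0.0183, 1 adjusted over the list alone, with Igf2 at 0.36 ± 0.14, 0.316), macrophage markers (mean 0.18, 0.0205, with Clec10a at 0.77 ± 0.29, 0.294), tight junction genes (mean 0.22, 0.0323, with Jam3 at 0.37 ± 0.21, 0.484) and calcium handling genes (mean 0.25, 0.013, with Calm2 at 0.30 ± 0.10, 0.226) were called higher. These gave adjusted p = 0.499, 0.845, 0.52 and 0.827 with an estimated correlation. With cage means the macrophage list lost its call. Skeletal muscle markers stood at 1.02 beside them (camera adjusted p = 0.00366, 0.845 with an estimated correlation, 9 of 9 higher, with Tnnc2 at 1.73 ± 0.98, 0.474). Tnnc2 was above background on only 6 of 10 HH and 4 of 10 LH arrays. The calcium handling list shares Atp2a1 (1.39 ± 0.89, limma adjusted p = 0.511) with the skeletal muscle list and also holds Ryr1 (0.52 ± 0.41, 0.592). The calls of these lists are therefore not independent. limma called 0 of 14248 probes, with 1775 at an unadjusted p under 0.05 and 43 at an adjusted p under 0.10, 40 of them lower. Other settings gave 18 (probes above background on all arrays), 157 (array weights), 116 (without cage 14), 20 (without cage 10) and 1922 (variance from the intensity trend alone).

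**Figure D5:**
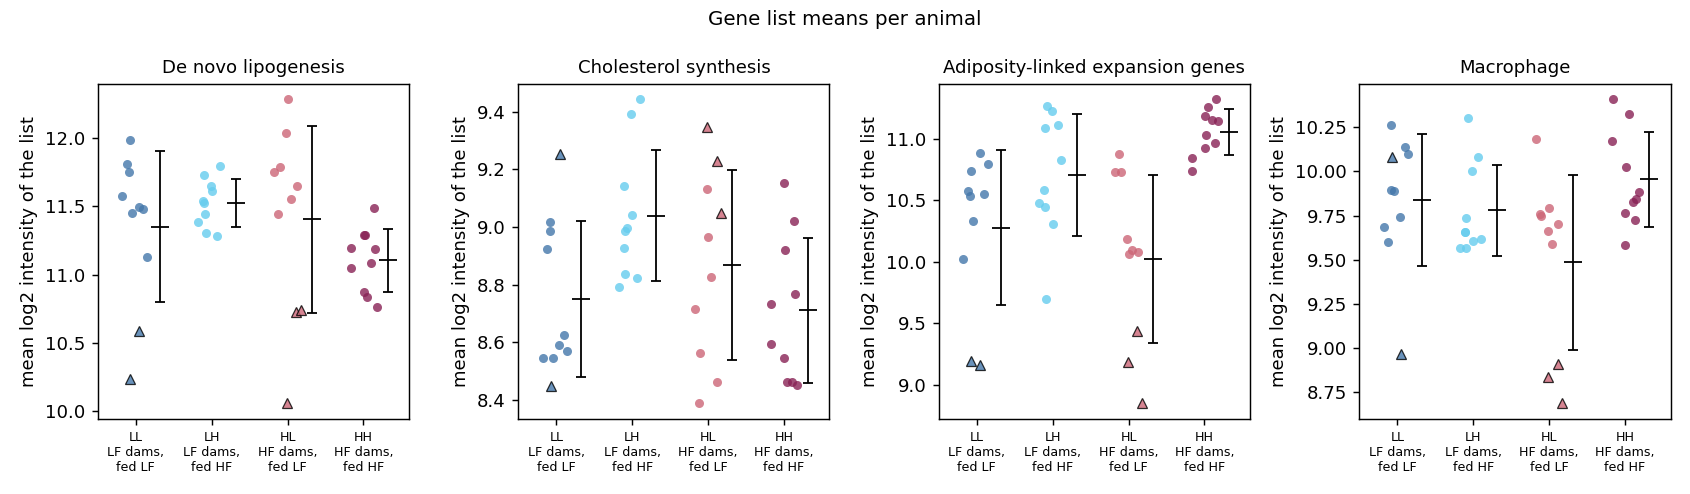
Mean log2 intensity of 4 gene lists in each animal by group, with the mean and SD beside the points and triangles for the low-correlation arrays. De novo lipogenesis averaged 11.53 in LH and 11.11 in HH, and cholesterol synthesis 9.04 and 8.71, while LL and HL hold the low-correlation arrays and spread more widely.

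Whether the response to the HF post-weaning diet depended on the maternal diet was tested as an interaction over all 40 arrays. No gene passed. The Wnt inhibitor gene Sfrp5 stood at 1.00 ± 0.35 on the log2 scale, Elovl6 at -1.05 ± 0.46, Lss at -0.95 ± 0.31, the farnesyl diphosphate synthase gene Fdps at -1.06 ± 0.39 and the macrophage gene Adgre1 at 0.87 ± 0.38 (adjusted p = 0.935 each). A more negative response in offspring of HF fed dams was called for cholesterol synthesis (mean -0.45, camera adjusted p = 1.21e-07, 2 of 17 adjusted over the list alone) and de novo lipogenesis (mean -0.47, 2.23e-05). With an estimated correlation these gave adjusted p = 0.499 and 0.845. In the liver of the same animals the study described a larger rise of cholesterol synthesis genes on HF in offspring of LF fed dams. The cholesterol theme is thus not independent of it. A more positive response was called for macrophage markers (mean 0.52, camera adjusted p = 2.48e-06, 15 of 15), extracellular matrix (mean 0.36, 9.28e-06, 20 of 20, with Col1a2 at 1.23 ± 0.56), adiposity-linked genes (mean 0.61, 0.000228, 9 of 9), skeletal muscle (mean 0.96, 0.00523), immediate early genes (mean 0.16, 0.0281, with Dusp1 at 0.68 ± 0.32), endothelium (mean 0.20, 0.0335) and imprinted genes (mean 0.24, 0.0368). These 7 lists gave adjusted p = 0.554 to 0.856 with an estimated correlation. Oxidative phosphorylation was called lower (camera adjusted p = 0.00523, 0.845 with an estimated correlation) with a mean of -0.016 and a median of -0.12, and without the low-correlation arrays it was called lower at a mean of 0.0014. limma called 0 of 14248 probes (621 at an unadjusted p under 0.05), against 1905 with array weights and 1125 with the variance from the intensity trend alone. Testis genes stood at -1.16 in this contrast (camera adjusted p = 0.103). Without the 5 arrays 7 of the 10 lists kept their call, with macrophage markers at a mean of 0.31, while skeletal muscle (mean 0.81, camera adjusted p = 0.0587), endothelium (0.072, 0.215) and imprinted genes (0.17, 0.187) lost it, and T and B lymphocytes, citrate cycle and fatty acid oxidation were called lower (adjusted p = 0.701, 0.621 and 0.709 with an estimated correlation).

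Maternal effects in LF and in HF fed offspring correlated across probes at r = -0.055 (rho -0.075, jackknife SE 0.483), against a mean of 0.056 over 100 shuffles of cages between maternal diets, and at -0.311 without the low-correlation arrays and -0.347 over the cages that held 1 post-weaning group each. Over all 5 comparisons camera called 53 of 185 list results, 35 higher and 18 lower, 0 of them with an estimated correlation and 4 with fry. Lists called in no comparison, with their smallest camera adjusted p, were circadian clock (0.0742), mesothelium (0.105), epididymis and seminal vesicle (0.131), liver (0.165), heart (0.172), erythrocyte (0.208), RXR partner nuclear receptors (0.252, a theme the study named from tissues that included these samples), insulin signalling and glucose uptake (0.268), NRF2 and glutathione (0.345), exocrine pancreas (0.47), retinoid metabolism (0.492) and brain (0.568). Of the genes followed whatever their result, Ccl2, Scd1, Adipoq, Nr1d1 and Npr3 passed in none of the 5 comparisons, and the brown fat gene Ucp1 did not pass the filter on dim probes. Expression of Lep, Mest, Sfrp5 and Adipoq was set against body weight within each group and over all 40 animals centred on group means. None of these 20 relations passed (smallest p = 0.0167 for Adipoq in HH, r = -0.735, rho -0.528, adjusted p = 0.334, permutation test, n = 10, and r = -0.560 without the 2 animals farthest from the median weight). Those in LL, in HL and over all animals include the low-correlation arrays and were not run without them, so a relation stays open there.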

Values the study reported

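At a false discovery rate of 5%, the study reported 393 differentially expressed genes in white adipose tissue for maternal diet in offspring fed LF and 323 in offspring fed HF. For post-weaning diet it reported 1535 genes in offspring of LF fed dams and 713 in offspring of HF fed dams. For most genes the changes were described as modest, between 1.2 and 1.6 fold, directly after counts for liver and with no separate range for adipose tissue.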

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

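The tests of epididymis members, of the 3 tissue lists together, of the adipocyte identity list and of noise by array, and the small intestine list itself, were chosen only after the results they bear on had been seen.

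Among 160 sets of 10 values tested for an animal far from the rest, 13 had one, and chance gives about 1 in 20. LL animal 4 stood apart in its mean correlation with the other arrays (0.827, others 0.890 to 0.959), its testis list mean (13.7 on the log2 scale, others up to 9.85) and in Usp2 (11.77), Gpd2 (12.35) and Oscp1 (10.51). Ccl2, the gene of a monocyte attractant, was high in 1 animal of 3 groups, at 9.55 in LL animal 6, 7.83 in HL animal 1 and 9.47 in HH animal 5. HH animal 10 was low in Adgre1 (9.63) and Scd1 (14.92), and HH animal 6 was low in Lep (12.64), Lhfpl2 (8.86) and Mapk8ip1 (6.50). Of the probes left out as dim, 396 passed 1000 units on at least 1 array, and 347 of them had their highest value on a low-correlation array.

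A first pattern is the low correlation of 5 arrays of LF fed animals with bright transcripts of other organs. RNA of epididymis or testis taken with the pad may be a source and stays open. Of the 5 measured members of the epididymis and seminal vesicle list, 60% had their highest value on these arrays. Adam7, Lcn8 and Cst11 peaked there, while the seminal vesicle genes Svs5 and Svs6 peaked in HH animal 1. The 84.75% found with testis and intestinal members added decides nothing further, since it restates the pattern and the intestinal list was chosen afterwards. Of the members above background, 14 of 15 for testis peaked in LL animal 4 (Ldhc 29219 units, Tnp1 18527), 22 of 23 for intestine in HL animal 8 (Guca2a 13672, Tff3 10134) and 14 of 21 for epididymis and seminal vesicle on the 5 arrays, with 6 of the 21 in HH animal 1, which is not among them. With the scores regressed out of all arrays 2 of the 5 remained under the limit (epididymis and testis) or 0 (intestine too). That fit takes up part of the noise of the arrays themselves. With effects taken from the other 39 arrays, 0 of LL animal 1, HL animal 2 and HL animal 6 remained under the limit (0.961, 0.970 and 0.963). LL animal 4 and HL animal 8, each of which carries a list almost alone, were under it, 2 of 2. The arrays were divided in this way only after a joint run had been undecided and the values were seen. The values of LL animal 1, HL animal 2 and HL animal 6 argue against noise across the array there, with that limit. Noise stays open in LL animal 4 and HL animal 8. Smaller pads in lighter animals were not separated from this (rho 0.213 of the epididymis score with body weight over 20 animals, permutation p = 0.387).

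The responses to the HF post-weaning diet differed between offspring of LF and HF fed dams in 10 lists by the camera test of the interaction, none of which held with an estimated correlation. Their mean log2 interactions were -0.47 for de novo lipogenesis, -0.45 for cholesterol synthesis, 0.61 for adiposity-linked expansion genes, 0.52 for macrophage, 0.96 for skeletal muscle, 0.20 for endothelium, 0.36 for fibroblast and extracellular matrix, -0.016 for oxidative phosphorylation, 0.16 for immediate early genes and 0.24 for imprinted genes. Of 100 splits of the arrays 26 called as many lists (10 in the real split, 18 at most in another), so chance is not excluded for their number.

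A second pattern is the lower lipogenesis and cholesterol synthesis lists in HH than in LH, -0.38 ± 0.199 over 36 genes (95% half-width over animals). A lower share of adipocytes stays open: the adipocyte identity list stood at -0.015 ± 0.228, but 4 of its members were higher and 8 lower, with an SD of 0.39 that exceeds the gap between the lists. HH and LH differed in the second body weight by just 0.20 g (95% interval -1.47 to 1.86 g). With it as a covariate 101.3% of the list difference was left. A covariate that does not separate the groups moves little, so that share cannot decide on body weight. A difference in that weight was not detected, and one within the interval stays open. The weight at 3 weeks (11.6 g in HH, 9.18 g in LH) was not tested and stays open. Breeding cages and maternal diet cannot be told apart by these tests: over cage means the difference was -0.34 with an exact permutation p = 0.114, where 4 against 4 cages allow 0.0286 at best. The HH mean of cage 10 (10.32) rests on 1 animal. Those of HH cages 20, 21 and 23 (9.85 to 10.07, 3 animals each) lay below all LH cages (10.26 to 10.64). Maternal diet, the biological explanation in the design, stays open beside breeding cages.

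The last pattern is the larger number of calls when the variance comes from the intensity trend alone. The spread of single probes left out of such a variance is a candidate explanation: random splits of the same arrays called a median of at least 637 probes in each pairwise comparison. Of 100 splits, 68 called as many as the real 523 for maternal diet in LF fed offspring (5158 at most in another), 4 as many as 1922 in HF fed offspring (3961), 13 as many as 2193 for post-weaning diet in offspring of LF fed dams (4029), 4 as many as 3412 in those of HF fed dams (3969) and 36 as many as 1125 for the interaction (4893). Splits of whole cages did so in 55 of 100 (523 real, 4227 at most) and 10 of 35 (1922 real, 2630 at most) for the maternal comparisons. In this setting splits of arrays excluded chance only for the 2 results with 4 splits, while splits of whole cages, run for the maternal comparisons alone, did not exclude it there.

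With the variance of each probe included, splits of single arrays excluded chance for both post-weaning counts: 1 split of 100, the real one, reached 31 in offspring of LF fed dams (0 at most in another) and 1 reached 73 in those of HF fed dams (1 at most). Without the low-correlation arrays 1 of 100 reached 60 (17 at most) and 1 reached 194 (26 at most). Splits of whole cages were not run for these counts, which were 0 and 2 with cage means or with cage as a fixed block. That block used only the animals of cages that held both post-weaning diets. For the counts of 0, all 100 splits gave as many, with 973 at most for maternal diet in LF fed offspring, 1628 in HF fed offspring and 1 for the interaction. What set apart the splits with 973 and 1628 calls was not tested. With lists adjusted within each comparison, 41 of 100 splits called as many as the real 10 for maternal diet in LF fed offspring (21 at most), 8 as many as 12 in HF fed offspring (17), 57 as many as 6 for post-weaning diet in those of LF fed dams (17) and 13 as many as 15 in those of HF fed dams (21), so chance is not excluded for the number of lists in any.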

How the results depend on the processing

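The epididymis covariate, the removal of low-correlation arrays together with a cage block, that removal for lists and agreement, and the test of body measures within cages were chosen only after the results were seen. No paired analysis was possible because the labels give no replicate number that ties an animal of a group to an animal of another; cages that held both post-weaning groups served as a fixed block instead. Median centring left all 5 counts as they were, and an offset of 50, no intensity trend, 1 probe per gene and a minimum of 1.2-fold kept them within 1.5 times. The maternal comparison in LF fed offspring stayed at 0 calls except with the variance from the intensity trend alone (523). In HF fed offspring 0 became 18 with probes above background on all 40 arrays, 157 with array weights, 1922 with the trend alone, and 0 to 116 with cages left out (20 without cage 10, 116 without cage 14); no array of this comparison had a low correlation, so that removal moved nothing. For post-weaning diet in offspring of LF fed dams 31 became 18 with cage as a random block, 0 with cage means or a fixed block, 12 without a filter, 297 with array weights, 2193 with the trend alone, 60 without low-correlation arrays, 115 with a cage block as well, 95 with the epididymis covariate, and 2 to 127 with cages left out (5, 127, 6, 14, 2 and 9 without cages 4, 6, 8, 9, 11 and 14). In those of HF fed dams 73 became 159 with all arrays in 1 model, 2 with cage means or a fixed block, 43 without a filter, 601 with array weights, 3412 with the trend alone, 194 without low-correlation arrays, 228 with a cage block as well, 125 with the epididymis covariate, and 3 to 134 with cages left out (37, 21, 134, 21 and 3 without cages 1, 10, 12, 21 and 23). The interaction gave 1905 with array weights and 1125 with the trend alone, and otherwise 0. Fewer units enter with cage means and fewer animals with a cage left out. The fixed block used only animals of cages that held both post-weaning diets, so fewer animals entered there too. Its counts do not separate the cage from the smaller number of animals. For the counts that were higher without cages 6, 10, 12 or 14, for array weights and for the filter the cause was not tested.

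The agreement of the post-weaning responses, r = 0.529, was 0.861 over probes called in either comparison, which selects large differences, and -0.032 without low-correlation arrays; that selection gave no value for the maternal effects, which had no called probe and moved from r = -0.055 to -0.311 without low-correlation arrays and -0.347 over cages not shared, within the jackknife SE of 0.483. Of 53 list calls 0 remained with an estimated correlation, 4 with fry, 45 with cage means and 48 with cage as a random block. In HH against LH cage means ended the calls of macrophage (0.11, camera adjusted p = 0.153), oxidative phosphorylation (0.0032, 0.0789) and citrate cycle (-0.040, 0.0809), and cages and maternal diet stay confounded. Over cage means with exact permutation tests the differences kept their size and missed the threshold: weight at 3 weeks 1.84 g (adjusted p = 0.0689), second body weight 5.65 g (0.093) and 6.53 g (0.0689), length 2.38 mm (0.247) and 4.12 mm (0.0689), where fewer units enter; exchanged within shared cages the last 4 passed (6.84 g, 5.46 g, 4.33 mm and 3.22 mm).

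A list was counted as turned by its camera direction relative to the other genes, not by the sign of its mean. With no filter exocrine pancreas turned in the maternal comparison of LF fed offspring (mean 0.14). Without low-correlation arrays cholesterol synthesis turned in that comparison (-0.0036). For post-weaning diet in offspring of HF fed dams the same removal turned lipolysis (-0.026), adipocyte identity (-0.074), testis (0.040), citrate cycle (-0.16), fatty acid oxidation (-0.0029) and branched-chain amino acid breakdown (-0.020). The cause was not tested. Oxidative phosphorylation kept its direction, but its mean changed sign in the interaction without low-correlation arrays and in HH against LH with cage means. Of 1480 list values over all alternatives 1276 stayed on their side of the threshold, 145 were weaker, 51 stronger and 8 turned in direction. For the 6272 values of named genes these counts were 5837, 195, 240 and 0. Among those that stayed, 98 list values without a call changed direction and 54 gene values without a call changed sign. Signal over background limits what can be said of 11449 dim probes, Ucp1 among them.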

Other observations

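The removal of low-correlation arrays in the gene and list values given here was applied to lists only after the results were seen.

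Clock and energy genes were lower as lists in offspring of HF fed dams once the 3 low-correlation arrays of HL were left out (HH n = 10, HL n = 7). Of 14 circadian clock genes 5 fell in HH (list mean -0.32, camera adjusted p = 0.000245, adjusted p = 0.144 with an estimated correlation), among them Ciart 2.06-fold (log2 difference -1.04 ± 0.14, limma adjusted p = 0.000454), Dbp 1.71-fold (-0.78 ± 0.12, 0.00159) and Tef 1.44-fold (-0.52 ± 0.12, 0.036). On all arrays the list was not called (mean -0.19, camera adjusted p = 0.0801), and Ciart (-0.76, adjusted p = 0.0588), Dbp (-0.41, 0.318) and Tef (-0.25, 0.447) did not pass. In offspring of LF fed dams the clock list was also called lower without the low-correlation arrays of LL (n = 8), as given above. There 2 of its genes fell, Ciart 1.85-fold (-0.89 ± 0.15, 0.0115) and Bhlhe40 1.84-fold (-0.88 ± 0.12, 0.00221). Of these Bhlhe40 (-0.88, 0.00517) and not Ciart (-0.73, 0.0899) passed on all arrays. Animals were taken after a fast, and no label gives an hour.

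Citrate cycle genes were lower in the same comparison of HH with HL (list mean -0.16, camera adjusted p = 0.000133, adjusted p = 0.423 with an estimated correlation), and 4 of 18 fell, with the pyruvate dehydrogenase genes Pdhb 1.63-fold (-0.71 ± 0.12, limma adjusted p = 0.005) and Pdha1 1.54-fold (-0.63 ± 0.10, 0.00234). Brown or beige adipocyte markers were lower too (list mean -0.50, camera adjusted p = 0.00853, 0.522 with an estimated correlation), where the lipid droplet gene Cidea fell 3.69-fold (-1.88 ± 0.30, 0.00294) and the potassium channel gene Kcnk3 1.35-fold (-0.44 ± 0.10, 0.0302; above background on 8 of all 10 HL arrays). Oxidative phosphorylation genes stood at a mean of -0.086 (camera adjusted p = 5.26e-06, 0.42 with an estimated correlation), with 1 of 35 past the test, Ndufv2 (-0.26 ± 0.06, 0.0472). Immediate early genes (mean 0.14, camera adjusted p = 0.0187) and brain markers (mean -0.25, 0.0489) were also called, with adjusted p = 0.709 and 0.53 with an estimated correlation. On all arrays none of these 5 lists was called: the means were 0.054 for citrate cycle (camera adjusted p = 0.949), -0.35 for brown or beige (0.083), 0.023 for oxidative phosphorylation (0.268), 0.16 for immediate early genes (0.0801) and -0.0073 for brain (0.949). Pdhb (-0.36, 0.344), Pdha1 (-0.38, 0.226), Cidea (-1.29, 0.135), Kcnk3 (-0.13, 0.674) and Ndufv2 (-0.25, 0.0535) did not pass there.

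Maternal diet called 0 genes in LF fed and 0 in HF fed offspring by limma at a false discovery rate of 5% (154 and 1775 probes at an unadjusted p under 0.05). Both are lower than the values quoted from the study above. Post-weaning diet called 28 genes in offspring of LF fed dams and 55 in those of HF fed dams. Both are lower than the values quoted from the study above. With the variance from the intensity trend alone limma called 447 and 1630 genes (523 and 1922 probes) for maternal diet and 1770 and 2750 genes (2193 and 3412 probes) for post-weaning diet, in the same order. These gene counts are higher than the values quoted from the study above, so the direction of the difference turns in this setting. The setting also called 876 to 1150 probes in the pairwise simulations with no probe changed. Random splits of the arrays called a median of at least 637 there. Its counts thus hold many calls made without a change, and they cannot decide how the study's counts compare. The variance prior of the study is not given in the sources used here.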
